A study of Mus musculus with 27 samples. Its data were reported in "Endocrine lineage biases arise in temporally distinct endocrine progenitors during pancreatic morphogenesis" (2018).

How the data were processed

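Single endocrine progenitors (EPs) of the embryonic mouse pancreas were profiled by MATQ-seq, a total-RNA method that amplifies the transcripts of 1 cell. The cells came from Ngn3-eGFP mice, in which green fluorescence marks cells with an active or recently active Neurog3 (Ngn3) gene, the transcription factor that commits pancreatic cells to an endocrine fate. Per the labels, fluorescent cells were sorted and then picked singly by mouth pipette, and the study's text describes the sort as aimed at its late droplet subtypes, N14_4 and N16_4. The authors discarded degraded samples and samples that held more than 1 cell after a quantitative PCR check, and depleted ribosomal cDNA with duplex-specific nuclease. The submitters' processing notes name STAR, HTSeq and the build mm9, without versions.

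The deposited table held a normalized signal for 48440 genes in 25 columns, each from 1 cell. All values of a cell were whole multiples of 1 step, so the authors had divided the gene counts of a cell by 1 factor per cell. The divisor is not given in the sources used here: the values of a cell summed to between 1081100 and 1226620, so they are not CPM (counts scaled to the total of the listed genes). Dividing by the step recovered whole counts for 100% of the values above 0 in each cell, within a tolerance of 0.05 of a count. Recovered counts per cell ranged from 51660 to 380520. Whether they are reads or reads collapsed by position is not given in the sources used here. Intervals and limits made from them cover counting error only.

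The labels list 15 e14.5 and 12 e16.5 samples. The table had 13 e14.5 and 12 e16.5 columns, and 0 columns were left unused. The names of 12 columns matched 1 sample label each, e14.5 EP 1 to 6 and e16.5 EP 1 to 6, and these are called numbered cells. The names of the other 13 columns, 7 at e14.5 and 6 at e16.5, carried the stage, an added 2 and a running number of their own, and matched no single sample label, so these are called unnumbered cells. What the added 2 stands for is not given in the sources used here. The series design names 2 litters per stage and 2 batches of library preparation, and the study's legend names 2 batches, so the name sets were treated as a possible litter or library batch, and values are given within each name set. For e14.5, 2 samples were not analysed here. The labels of e16.5 EP 1 name both stages, and its title placed it at e16.5.

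Each stage is 1 pool of cells from 2 litters, and no label ties a cell to a litter or a library batch. Cells of 1 pool are not replicates, so no p-value, standard error or number of changed genes was made from cells. Described instead were the mean and SD between cells, the fold of the means and the difference of mean log2(value + 1), always as e16.5 minus e14.5. This scale can overstate differences of low genes, since a single count stands for 2.90 to 21.6 and is set against 0. With a pseudocount of 10, the differences of Gm6421 and Palb2 fell from 3.36 and 3.16 to 1.36 and 1.44. Also given are the cells with at least 1 count with an exact binomial (Clopper-Pearson) 95% interval, the counts summed over a stage with an exact Poisson 95% interval, and the percentage of pairs of 1 e16.5 and 1 e14.5 cell in which the e16.5 cell was higher. The design was planned for CPM, and the deposited values took their place once the unit was known.

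Genes with a mean of at least 1 over the 25 cells counted as measured (28251 genes). Gene lists were described by the median difference of their measured members and its percentile among 10000 random lists of equal size, matched on mean expression in 20 bins. The random lists were drawn gene by gene, while members of a list may vary together across cells. A percentile therefore describes these cells only and does not measure the spread between cells or litters. Of the 41 lists, the cell type and pathway lists were written from general knowledge and the study's gene names, 3 lists came from symbol patterns, and 12 lists held genes that the study had picked on other, droplet-based cells. Named genes were Neurog3, the 15 genes with the largest difference in each direction, 2 to 4 leading members of each list of up to 40 genes, and 17 genes that the study's text names. The ranked genes needed a mean of at least 20 and counts in at least 60% of cells in the higher stage, and an unchanged sign without e16.5 EP 1 and without the 2 highest cells of that stage. The lists, the rule, the comparisons and the first group of other settings below were fixed before the data were examined. Oprm1, Gm12994, Clec4g, Rsph1 and Gm15712 lie outside the rule and were chosen after their values were seen.

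Cells were grouped on log2(value + 1) of the 1000 most variable of 8926 genes with at least 5 counts in at least 5 cells. Ward clustering into 2 clusters and the most similar cell of each cell by Spearman correlation stood in for the study's SIMLR clustering, which was not run here. Detected genes were counted as deposited and after thinning each cell without replacement to 50000 recovered counts, which kept all 25 cells.

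Other settings fixed beforehand were a pseudocount of 10, TMMwsp scaling, scaling without mitochondrial and ribosomal genes, thinned cells, medians over cells, summed counts, other member filters, other clustering settings, e16.5 EP 1 left out or moved, and each cell left out in turn. Chosen after seeing the data were the numbered cells alone, the unnumbered cells alone, all cells without the numbered e14.5 cells, recovered counts as CPM, means without the highest cells, and edgeR's quasi-likelihood test on recovered counts summed by stage and name set (2 sums against 2). That test treats the name sets as separate pools of cells, which the labels do not state, and was run with and without the name set as a block. Leaving out the numbered e14.5 cells sets unnumbered e14.5 cells against both name sets at e16.5. That setting therefore does not separate stage from name set.

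Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used. The scripts were tested on simulated data drawn from the real means and depths. The simulation held no difference between the name sets, unlike the real cells. The rates below therefore check the scripts and are not those to be expected in the real data. The recovery of counts gave 0 wrong counts over 48440 genes. In the simulated stage comparison, 98% of the genes with a log2 fold of 2 and 100% of those with a log2 fold of -2, 4 or -4 had the right direction. With edgeR on simulated sums of 11996 genes, genes with a log2 fold of -4, -2, 2 and 4 were called in 93.9%, 27.9%, 40.0% and 100% of cases without the block, and in 85.7%, 20.9%, 38.0% and 100% with it, and 5 and 2 unchanged genes were called as well. Gene locations are those of the mm9-based GENCODE vM1 annotation (NCBIM37), in which 32782 of the 48440 gene identifiers (67.7%) had a match. The other identifiers have no location here.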

Results

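Transcript levels were measured by MATQ-seq in 25 single Ngn3-eGFP+ EPs, 13 from embryos at e14.5 and 12 from embryos at e16.5 (embryonic days). The e14.5 group held 6 numbered and 7 unnumbered cells, and the e16.5 group held 6 of each. Recovered counts per cell averaged 63491 in the numbered e14.5 cells (51660 to 82530), 181639 in the unnumbered e14.5 cells (73256 to 380520), 140835 in the numbered e16.5 cells (70307 to 190656) and 112165 in the unnumbered e16.5 cells (85470 to 144229). Values are the deposited normalized signal, and errors are the SD between cells. Cells of 1 stage stand for 1 pool from 2 litters, so the differences below have no replicate check and carry no p-value from cells.

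The first question was how the transcripts of EPs differed between the stages, and in which direction alpha and beta lineage genes lay. Over the 28251 measured genes the median difference of mean log2(value + 1), e16.5 minus e14.5, was 0.30. It was 1.01 in the numbered cells and -0.28 in the unnumbered cells. Other scalings of all cells gave 0.24 to 0.28, and a pseudocount of 10 gave 0.12. Thinned cells and summed counts gave 0.11, and medians over cells gave 0. In each name set the shift had the sign of the depth difference. Recovered counts averaged 63491 at e14.5 and 140835 at e16.5 in the numbered cells, and 181639 and 112165 in the unnumbered cells. Depth therefore cannot be told apart from stage in this shift. Neither can reads spread over the whole genome, from DNA or unspliced RNA, which were not tested for it. Olfactory and vomeronasal receptor genes took 0.131% of counts at e14.5 and 0.359% at e16.5 in the numbered cells. In the unnumbered cells they took 0.096% and 0.071%. In the 9542 genes with a mean of at least 20 the median was 0.16, and 0.58 and -0.16 in the name sets. Single differences are to be read against the shift at their level of expression.

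Alpha cell genes were lower at e16.5 in both name sets. Of 11 measured genes, 9 had the lower mean log2 value at e16.5, with a median difference of -1.33. This median was -1.58 in the numbered and -1.01 in the unnumbered cells, and each lay below those of all 10000 matched random lists. Irx1 (ENSMUSG00000060969.8, chromosome 13, 72095680 to 72101171), an alpha cell transcription factor, averaged 293 ± 424 (SD, n = 13) at e14.5 and 36.3 ± 62.0 (SD, n = 12) at e16.5. Its summed counts were 288 (95% Poisson interval 256 to 323) and 43 (31.1 to 57.9). Arx (ENSMUSG00000035277.15, chromosome X, 90531846 to 90543696), which directs alpha cell fate, averaged 214 ± 246 and 43.5 ± 24.4. Pou3f4 (ENSMUSG00000056854.4), another alpha cell transcription factor, averaged 237 ± 261 and 75.3 ± 111. The e16.5 means of Irx1 and Pou3f4 were 18.8 and 45.1 without the unnumbered cell that was highest for both. The differences of Irx1, Arx and Pou3f4 were -3.92, -1.58 and -2.33 in the numbered cells and -1.01, -0.85 and -1.45 in the unnumbered cells. Etv1 differed by -4.19 and -1.65 in these sets. The spread was wide: the SD of log2 values at e14.5 was 2.74 for Irx1 and 2.56 for Arx, more than the pooled differences of -2.37 and -1.18.

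Beta cell genes were higher at e16.5 over all cells, but nearly level in the unnumbered cells. Of 24 measured genes, 19 had the higher mean log2 value at e16.5. Their median difference was 0.90 over all cells and 1.86 in the numbered cells, both above all 10000 matched lists. In the unnumbered cells it was 0.07, the 89.2 percentile of matched lists, with 14 of 24 genes higher. Without the numbered e14.5 cells it was 0.15, a median over cells gave 0.37 and summed counts gave 0.30. Prlr, the prolactin receptor, averaged 21.97 ± 28.1 at e14.5 and 95.2 ± 159 at e16.5, or 50.8 without the highest e16.5 cell, with a difference of 5.13 in the numbered and 0.80 in the unnumbered cells. Sytl4, a granule-docking protein, differed by 5.57 and 0.09 in these sets. Nkx6-1, a beta cell transcription factor that the study's text names, averaged 624 ± 425 and 554 ± 303. Ociad2 averaged 72.8 ± 57.1 and 122 ± 88.8, with a difference of 2.44 in the numbered and 0.05 in the unnumbered cells.

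**Figure D1:**
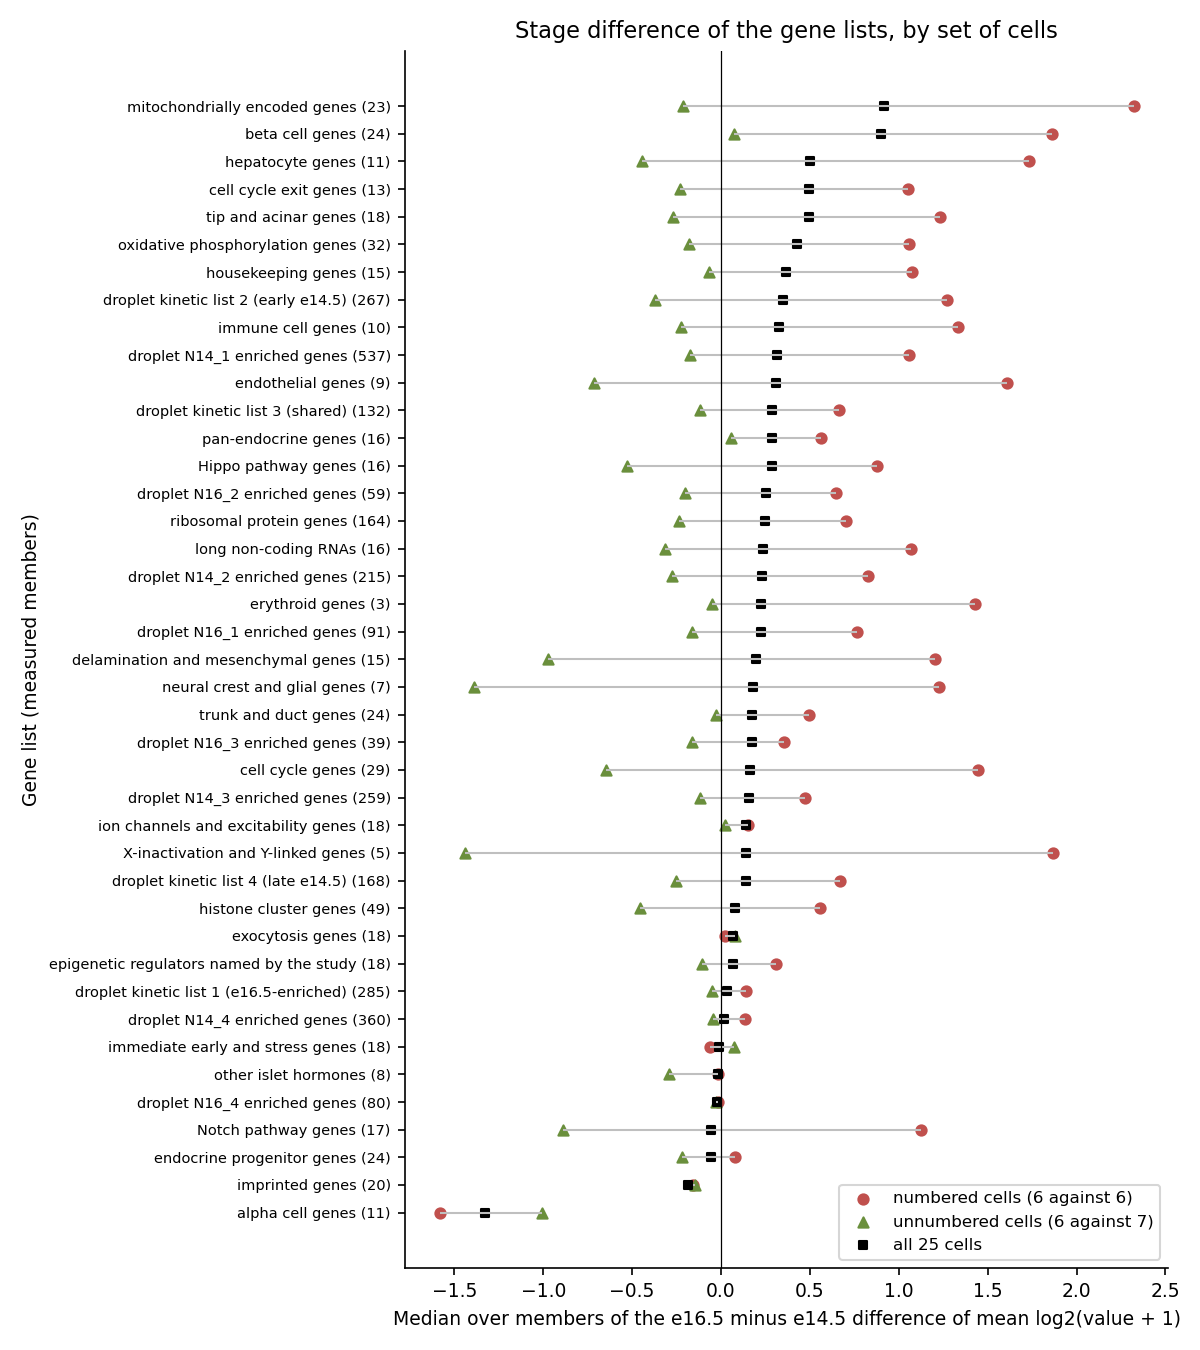
Median difference of mean log2(value + 1), e16.5 minus e14.5, of the gene lists, for all 25 cells and for each name set. The alpha cell list lies left of 0 in all cells (-1.33), in numbered cells (-1.58) and in unnumbered cells (-1.01), while the beta cell list lies at 0.90, 1.86 and 0.07.

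Hormone transcripts were unevenly spread over the name sets. Ins1 (ENSMUSG00000035804.4, chromosome 19, 52338813 to 52339946) and Ins2 (ENSMUSG00000000215.11, chromosome 7, 149864561 to 149885415), which encode insulin, were at 0 in all 6 numbered e14.5 cells. A count of 0 among their 380946 recovered counts allows a share of up to 0.000788%. All 7 unnumbered e14.5 cells had both, with Ins1 at 218 ± 127 and Ins2 at 1567 ± 869 (SD, n = 7). At e16.5 all 12 cells had both, and Ins1 averaged 1551 ± 1914 in the numbered and 2372 ± 3681 in the unnumbered cells (SD, n = 6 each). Without the highest numbered cell, e16.5 EP 4 at 5356, the first mean was 791. The second rested on 2 cells at 8541 and 5339, while the other 4 lay between 50.9 and 130. Over all cells Ins1 differed by 5.16, with 9.94 in the numbered and 0.96 in the unnumbered cells, and Ins2 by 4.77, with 10.19 and 0.15. Both genes are close copies, and how shared reads were assigned is not given in the sources used here.

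Gcg (ENSMUSG00000000394.15, chromosome 2, 62312587 to 62321707), which encodes glucagon, averaged 2882 ± 4036 in the numbered e14.5 cells, or 1238 without e14.5 EP 3 at 11101, and 11.4 ± 14.1, or 6.68 without e16.5 EP 6, in the numbered e16.5 cells (SD, n = 6 each). In the unnumbered cells it averaged 969 ± 1428 at e14.5 (SD, n = 7), or 450 without the highest cell at 4082, and 2063 ± 4542 at e16.5 (SD, n = 6), or 209 without the highest cell at 11331. Its differences were -8.53 and -0.44. Sst (ENSMUSG00000004366.3, chromosome 16, 23889667 to 23890930), which encodes somatostatin, was at 0 in all 6 numbered e16.5 cells, which allows a share of up to 0.000355% of their 845009 recovered counts. It ranged from 195 to 8785 in the 6 unnumbered e16.5 cells and was present in all 13 e14.5 cells at 435 ± 342. Its log2 difference was therefore -7.14 in the numbered and 1.04 in the unnumbered cells, while its mean over all cells was 3.56-fold higher at e16.5. That fold rested on 2 unnumbered e16.5 cells at 8785 and 7899: it was 2.05 without the first, and without both the e16.5 mean of 190 lay below that of e14.5. Pyy, which encodes peptide YY, likewise differed by -9.43 and 1.08, and Npy, which encodes neuropeptide Y, by 5.30 and -1.07. Gast, which encodes gastrin, was lower at e16.5 in both sets, by differences of -1.99 and -2.67. The 8 other islet hormones measured had a median difference of -0.02, with 4 higher at each stage, but -0.81 with medians over cells. Within each name set 4 were also higher at each stage, with medians of -0.01 in the numbered and -0.29 in the unnumbered cells. Without the numbered e14.5 cells the median was -1.30, where 7 of 8 were lower, but that setting does not separate stage from name set.

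**Figure D2:**
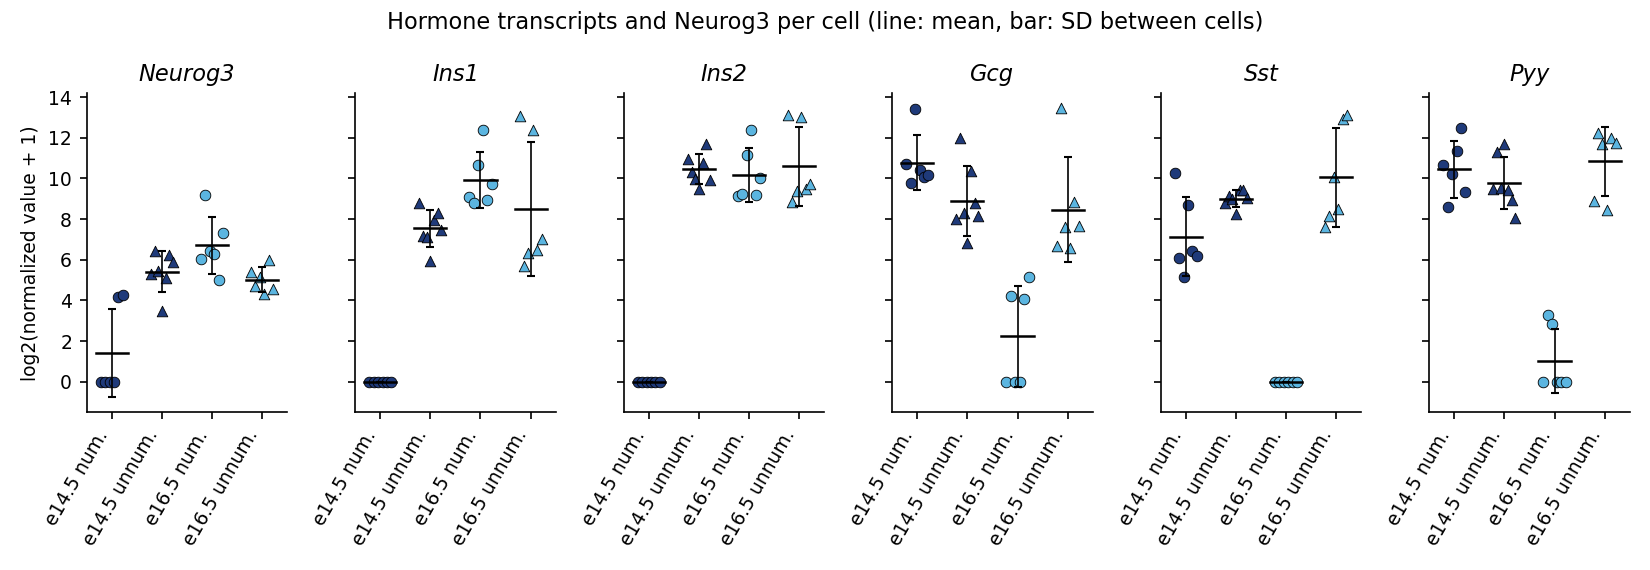
Log2(value + 1) of Neurog3 and 5 hormone transcripts in each cell, by stage and name set, with the mean as a line and the SD between cells as a bar. Ins1 and Ins2 are at 0 in the 6 numbered e14.5 cells, and Sst is at 0 in the 6 numbered e16.5 cells.

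Neurog3 (ENSMUSG00000044312.3, chromosome 10, 61595838 to 61597511), whose reporter was sorted for, averaged 29.2 ± 29.8 at e14.5 and 100 ± 156 at e16.5, or 56.4 without its highest cell. It had counts in 9 of 13 e14.5 cells (69.2%, 95% interval 38.6% to 90.9%) and in 12 of 12 e16.5 cells (73.5% to 100%). The 9 were 2 of 6 numbered and 7 of 7 unnumbered cells. These intervals treat cells as independent draws and leave out the spread between litters and name sets. The 4 cells at 0 were e14.5 EP 1 to 4, the highest cell was e16.5 EP 2 at 582, and the difference was 5.31 in the numbered and -0.39 in the unnumbered cells. A count of 0 in these 4 cells allows values of up to 58.8, 39.8, 51.8 and 64.8, while the unnumbered e14.5 cells averaged 49.3. The limit of e14.5 EP 2, 39.8, lies below that mean, and 58.8, 51.8 and 64.8 lie above it. A 0 in 1 of these cells therefore does not show that Neurog3 was absent. These limits hold for single cells and do not show that depth explains the low level of the set. The 6 numbered e14.5 cells averaged 5.85, with 1 count each in e14.5 EP 5 and e14.5 EP 6. Depth was not tested for Neurog3 over the set. A second gene is annotated on its other strand, and whether counting used strand is not given in the sources used here. Of the 24 endocrine progenitor genes, 11 were higher at e16.5, with a median difference of -0.06, at 0.08 in the numbered and -0.22 in the unnumbered cells. Fev, a transcription factor of the endocrine progenitor program, averaged 256 ± 278 and 46.6 ± 31.2, with differences of -3.13 and -1.03 in the numbered and unnumbered cells. Pax4, which favours beta over alpha fate, averaged 101 ± 195 and 21.2 ± 55.1, or 51.8 without e14.5 EP 2 and 5.46 without the highest e16.5 cell, with differences of -5.05 and -0.04. Tox3 averaged 590 ± 299 and 405 ± 207, and Btg2, an inhibitor of proliferation, 318 ± 202 and 253 ± 155, both lower at e16.5 in each set, with differences over all cells of -0.53 and -0.29, less than the SD of log2 values in either stage. Gpx3 averaged 427 ± 270 and 427 ± 463, with differences of -2.82 and 1.10.

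Genes outside the lists also had large differences that both name sets shared. Of the 15 genes ranked as higher at e14.5, 13 went the same way in both sets and 12 did so by at least 1, and 8 of the 15 were predicted genes. The ranking used the pooled cells of both sets, which favours such agreement, so these counts are no independent check. Fam124a (ENSMUSG00000035184.15, chromosome 14, 63174574 to 63227323) averaged 306 ± 230 at e14.5 and 14.2 ± 13.9 at e16.5, with differences of -5.39 and -4.09. Its summed counts were 437 (397 to 480) and 17 (9.90 to 27.2), and the e16.5 cell was higher in 1.28% of cell pairs. Fahd1 (ENSMUSG00000045316.4, chromosome 17, 24985841 to 24987247), a mitochondrial hydrolase gene that overlaps Hagh on the other strand, averaged 239 ± 289 and 14.9 ± 13.1, with differences of -2.92 and -3.96. Otulin (ENSMUSG00000046034.7, chromosome 15, 27535674 to 27560448), a deubiquitinase of linear ubiquitin chains, averaged 237 ± 237 and 22.95 ± 17.3, with differences of -1.65 and -4.68. Oprm1 (ENSMUSG00000000766.18), the mu opioid receptor, was picked after its values were seen. It averaged 1289 and 201, with differences of -1.87 and -2.92.

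Of the 15 genes ranked as higher at e16.5, 14 went the same way in both sets, 10 by at least 1, and 4 were predicted genes. Ins1 is among the 14 by its mean log2 value, but its median in the unnumbered cells was lower at e16.5 (110) than at e14.5 (178). Tmod1 (ENSMUSG00000028328.13, chromosome 4, 46051807 to 46128904), which caps actin filaments, averaged 12.9 ± 13.6 and 71.1 ± 34.5, with differences of 4.81 and 2.05. Palb2 (ENSMUSG00000044702.13, chromosome 7, 129250776 to 129276460), a DNA repair gene, averaged 6.37 ± 8.95 and 36.1 ± 25.5, with differences of 4.01 and 2.33. Derl3 and Sdf2l1, which serve protein folding and disposal in the endoplasmic reticulum, averaged 14.8 and 94.5, and 12.0 and 74.9. Their differences were 4.88 and 5.08 in the numbered and 1.76 and 1.28 in the unnumbered cells. Across all 28251 measured genes, the differences of the numbered and the unnumbered cells were nearly unrelated as a whole (Spearman correlation across genes 0.02, after centring by expression). Among 891 genes with a mean of at least 20 and a difference of at least 1 in both sets, 473 (53.1%) went the same way, and among those with a mean of at least 100 it was 35 of 54 (64.8%, with a correlation of 0.10 over 2469 genes), and genes are not independent replicates.

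The quasi-likelihood test of edgeR on the recovered counts, summed by stage and name set, called 0 of 11727 genes at a Benjamini-Hochberg adjusted p of 0.05 without a block, with 230 genes at an unadjusted p under 0.05. With the name set as a block it called 7, with 409 at an unadjusted p under 0.05. Ins1 was higher at e16.5, and Fam124a, Gm24444, Fahd1, Otulin, Oprm1 and Irx1 were lower, with fitted log2 folds of 5.18, -4.45, -3.81, -3.55, -3.12, -2.34 and -2.84. The unnumbered e16.5 sum of Ins1 rested mostly on the 2 cells named above. Its median in the unnumbered cells was 110 at e16.5 and 178 at e14.5. The blocked fit had 1 residual degree of freedom, and both fits assume that the name sets are separate pools of cells.

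**Figure D3:**
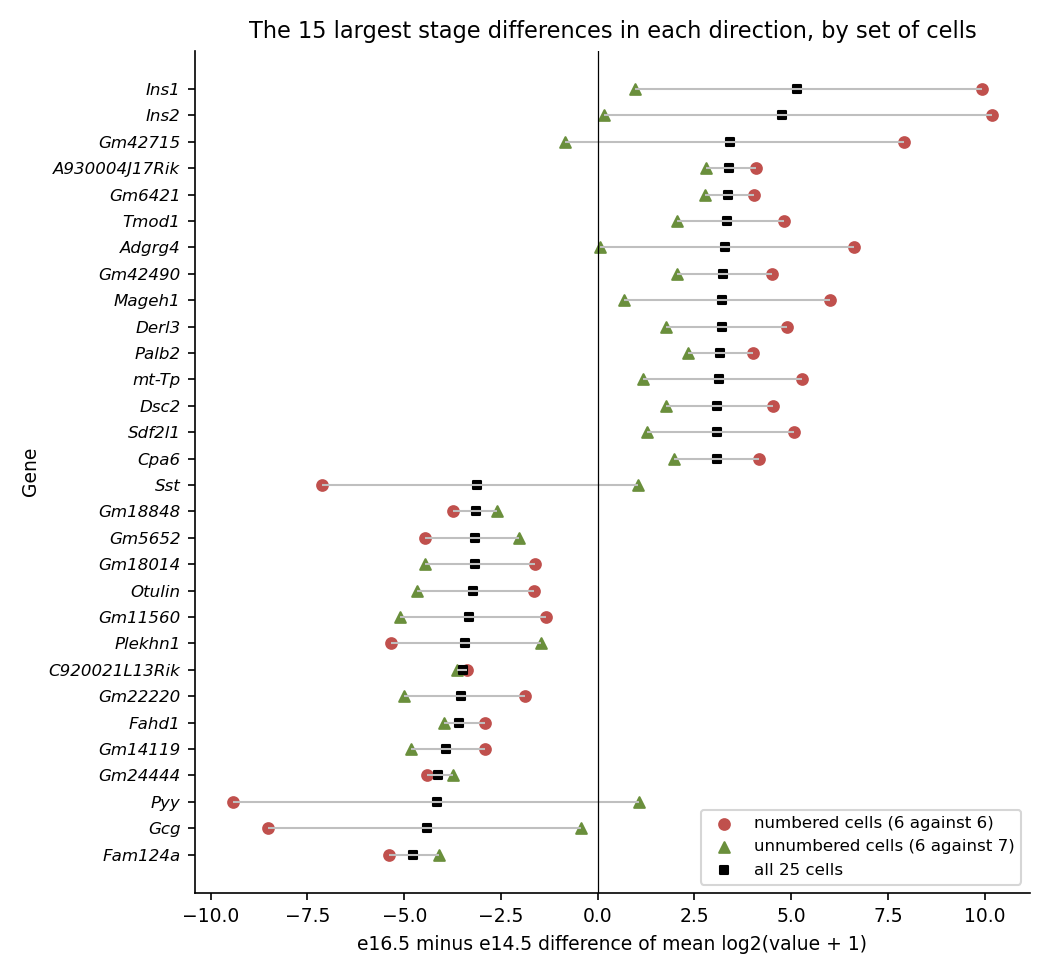
Difference of mean log2(value + 1), e16.5 minus e14.5, of the 15 genes ranked highest in each direction, for all 25 cells and for each name set. Fam124a lies at -5.39 in the numbered and -4.09 in the unnumbered cells, while Pyy and Sst lie on opposite sides of 0 in the name sets.

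Notch and Hippo pathway genes turned direction between the name sets as groups, as did matched random lists. The imprinted genes had medians slightly below 0 in both sets, within the range of matched lists. Of 17 Notch pathway genes, 8 were higher at e16.5, and the median difference of -0.05 was 1.12 in the numbered and -0.89 in the unnumbered cells. Matched lists had 1.15 and -0.35 there, which placed the Notch list at the 47.8 and 2.42 percentiles. Notch2, a receptor, averaged 81.2 ± 89.0 and 17.5 ± 16.3, with differences of -2.10 and -2.97. Dll1, a ligand, averaged 95.6 ± 82.6 and 41.6 ± 30.8, with differences of -1.49 and -1.27, and Maml2, a coactivator, had differences of -2.06 and -1.25. Of 20 imprinted genes, 13 were lower at e16.5, with a median difference of -0.19, which left-out single cells moved between -0.31 and -0.02. This imprinted median lay at the 6.22 percentile of matched lists. It was -0.16 in the numbered cells (10.975 percentile) and -0.15 in the unnumbered cells (21.4 percentile). Within the sets, 12 of 20 were lower in the numbered and 13 of 20 in the unnumbered cells. Without the numbered e14.5 cells the median was -0.29, where 17 of 20 were lower, but that setting does not separate stage from name set. Peg10, a paternally expressed gene, averaged 6541 ± 5141 and 2357 ± 2376, with a difference of -1.46 in the numbered and -1.51 in the unnumbered cells. Igf2, a fetal growth factor, averaged 145 ± 95.5 and 69.2 ± 54.5, with differences of -1.31 and -1.57. Of 16 Hippo pathway genes, 10 were higher at e16.5 (median difference 0.29), with 0.88 in the numbered and -0.53 in the unnumbered cells. Matched lists had 0.76 and -0.21 there, which placed the Hippo list at the 59.8 and 7.41 percentiles. Amotl2, which the study's text names, had differences of -0.69 and -1.55, but 0.28 with summed counts and 0.27 without the numbered e14.5 cells, and e16.5 EP 2 at 458 held 62.2% of its summed e16.5 values. Stk3, a Hippo kinase, had differences of 1.14 and 1.69, but -0.20 in thinned cells.

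Of 16 pan-endocrine genes, 9 were higher at e16.5. Their median difference of 0.29 was the 97.9 percentile of matched lists, at 0.56 in the numbered and 0.06 in the unnumbered cells. It was 0.14, 0.07 and 0.18 without e14.5 EP 4, 5 and 6, and -0.10 with medians over cells. Scg5, a chaperone of prohormone convertase, averaged 79.1 ± 63.7 and 139.8 ± 86.9 and was higher at e16.5 in both sets, by 1.66 and 1.15. Exocytosis genes (11 of 18 higher, median 0.07), ion channels and excitability genes (11 of 18, 0.14) and immediate early and stress genes (8 of 18, -0.01) lay at the 67.6, 79.99 and 33.0 percentiles of matched lists. Cell cycle genes (15 of 29 higher, 0.16), cell cycle exit genes (9 of 13, 0.50) and the epigenetic regulators named by the study (11 of 18, 0.07) lay at the 10.05, 87.5 and 59.3 percentiles. In the unnumbered cells these last 3 lists lay at -0.65 (9 of 29 higher), -0.23 and -0.11, and cell cycle genes lay at 1.45 in the numbered cells and at -0.34 without the numbered e14.5 cells. Dnmt3a, a DNA methyltransferase, averaged 747 ± 201 and 780 ± 216, and Ezh2, a histone methyltransferase, 23.6 ± 24.9 and 27.7 ± 24.5.

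Lists of markers of other pancreatic and embryonic cell types averaged 1.27 to 3.88 in log2(value + 1) at e14.5, against 6.61 for the endocrine progenitor list, though single markers such as Sox9 and Bhlha15 were higher than Neurog3 at e14.5. Of 18 tip and acinar genes, 12 were higher at e16.5 (median difference 0.49, the 68.99 percentile of matched lists). In the unnumbered cells 7 of 18 were higher at e16.5 (-0.27), and summed counts gave 0.04. Bhlha15, an acinar transcription factor, averaged 50.9 ± 34.6 and 95.3 ± 79.3, with differences of 3.21 and -0.66. Cpa2, an acinar carboxypeptidase, averaged 4.40 ± 5.54 and 15.5 ± 10.2, with differences of 3.05 and 1.30, and Cpa1 had counts in 2 of 13 e14.5 and 5 of 12 e16.5 cells but the higher mean at e14.5, 21.9 ± 78.3 against 8.41 ± 13.9, with summed counts of 29 and 11. A single unnumbered e14.5 cell at 282 carried that mean, which was 0.242 without it, and the e16.5 mean was 5.12 without its highest cell. Of 24 trunk and duct genes, 16 were higher (0.18, the 34.8 percentile), and 12 of 24 were higher in the unnumbered cells (-0.03). Sox9, a progenitor and duct transcription factor, averaged 155 ± 179 and 135 ± 121, with differences of -1.48 and 1.57, and Spp1, a duct gene, 2.62 ± 5.4001 and 3.84 ± 6.41, or 1.40 and 2.42 without the highest cell of each stage. Vim, a mesenchymal filament gene, averaged 49.4 ± 41.0 and 10.9 ± 8.34, with differences of -2.003 and -2.30, among 15 delamination and mesenchymal genes with a median of 0.20, and -0.97 in the unnumbered cells. Median differences were 0.22 for 3 erythroid, 0.33 for 10 immune, 0.31 for 9 endothelial, 0.18 for 7 neural crest and glial, and 0.50 for 11 hepatocyte genes, and in the unnumbered cells -0.05, -0.22, -0.71, -1.39 and -0.44. Over all cells these lists lay between the 24.7 and 61.7 percentiles of matched lists.

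Mitochondrially encoded genes were higher at e16.5 over all cells, with 22 of 23 higher and a median difference of 0.92, above all 10000 matched lists. The median was 2.32 in the numbered and -0.21 in the unnumbered cells (27.7 percentile), and 0.58 both with a pseudocount of 10 and with medians over cells. Without the numbered e14.5 cells it was 0.26, with 19 of 23 higher. They took 2.94% of recovered counts in the numbered e14.5 cells and 4.00%, 4.55% and 4.06% in the unnumbered e14.5, numbered e16.5 and unnumbered e16.5 cells. Median differences of the other general lists were 0.43 for 32 oxidative phosphorylation, 0.25 for 164 ribosomal protein, 0.08 for 49 histone cluster, 0.36 for 15 housekeeping, 0.23 for 16 long non-coding RNA, and 0.14 for 5 X-inactivation and Y-linked genes. In the unnumbered cells these lists lay at -0.18, -0.24, -0.46, -0.07, -0.32 and -1.44, and summed counts gave -0.18, -0.12 and -0.34 for oxidative phosphorylation, ribosomal protein and X-inactivation and Y-linked genes.

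Of the study's 12 droplet-based lists, chosen on other cells, 11 had a median difference above 0 over all cells, and all 12 lay below 0 in the unnumbered cells, as did the median of all genes. The kinetic list of genes enriched at e16.5 had a median difference of 0.03, the 60.8 percentile of matched lists, with 151 of 285 genes higher. The early e14.5, shared and late e14.5 kinetic lists had medians of 0.35, 0.29 and 0.14. Matched lists had the same medians to 2 decimals, at the 48.9, 50.7 and 49.6 percentiles, so these values are those of genes at that expression level. Genes enriched in the droplet subtypes N14_1 to N14_4 had medians of 0.31, 0.23, 0.16 and 0.02, at the 63.5, 50.4, 91.1 and 26.1 percentiles. Those of N16_1 to N16_4 had 0.22, 0.25, 0.17 and -0.02, at the 40.8, 96.3, 88.6 and 30.7 percentiles. The N16_2 list lay at the 96.3 percentile of matched lists over all cells, and at the 97.1 and 5.88 percentiles in the numbered and unnumbered cells. Of the 41 lists, only the alpha cell list lay under the 5 or over the 95 percentile on the same side in both name sets, limits chosen after the values were seen.

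The next question was whether cells of a stage group together, as the study asked by clustering. The 2 Ward clusters separated the 6 numbered e14.5 cells from the other 19 cells, which were 7 unnumbered e14.5 and 12 e16.5 cells. The most similar cell was of the same stage for 19 of 25 cells, where 12 are expected at random, and of the same name set for all 25, where 12 are expected. Mean Spearman correlations over the 1000 genes were 0.345 between unnumbered cells of different stages, against 0.450 and 0.325 within e14.5 and e16.5, and 0.109 between numbered cells of different stages, against 0.316 and 0.496 within e14.5 and e16.5. They were -0.11 between numbered and unnumbered e14.5 cells, and -0.07 between numbered and unnumbered e16.5 cells. The 19 were all 12 numbered cells and the 7 unnumbered e14.5 cells, while each of the 6 unnumbered e16.5 cells had an unnumbered e14.5 cell as its neighbour. That neighbour was mostly the deepest cell, at 380520 recovered counts, and otherwise an e14.5 cell at 259852. With thinned cells, 10 of the 12 e16.5 cells had a neighbour of their own stage. The variable genes were chosen anew in the thinned cells, so depth and the choice of genes cannot be told apart here. Grouped alone, the 12 numbered cells split by stage into 6 and 6, but the 13 unnumbered cells split into 6 e14.5 with 5 e16.5 cells and 1 with 1. When the variable genes were chosen anew in the unnumbered cells alone, the neighbour was of the same stage for 10 of 13, where 6 are expected, and for 3 of the 6 e16.5 cells. With 500 variable genes, with average linkage and with thinned cells, the clusters were the name sets, and with thinned cells 23 of 25 neighbours were of the same stage. The numbered e14.5 cluster averaged 63491 recovered counts and 11736 detected genes, against 146814 and 17368 in the other cluster.

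**Figure D4:**
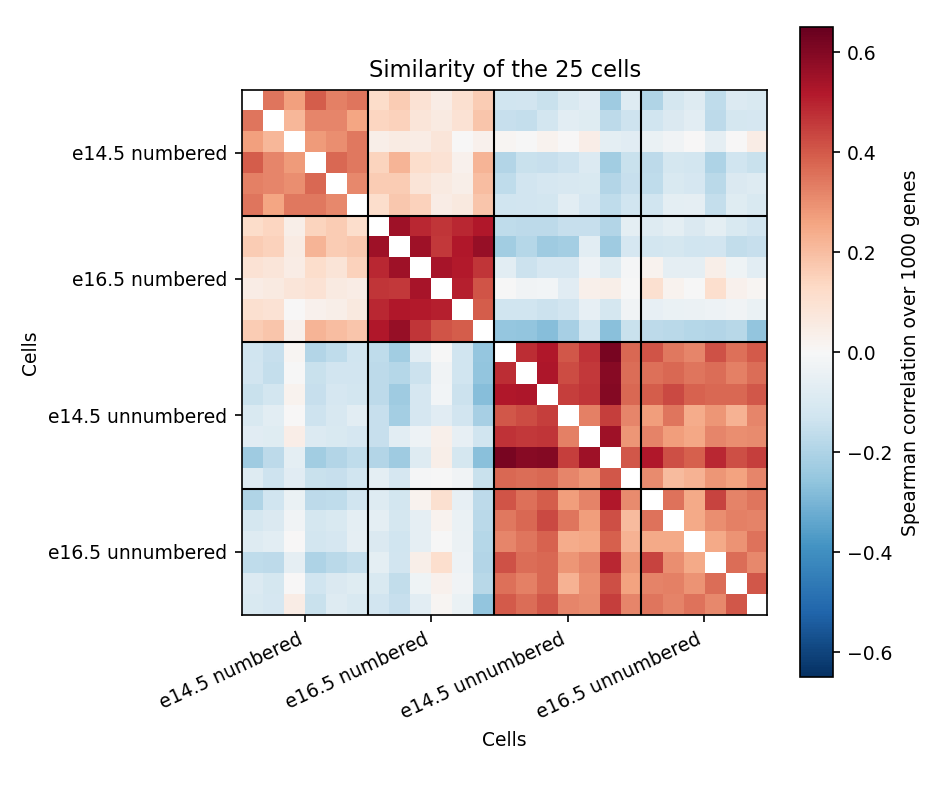
Spearman correlation between all pairs of the 25 cells over the 1000 most variable genes, ordered by name set and stage. The unnumbered cells of both stages form 1 block, with a mean of 0.345 across stages, while pairs across name sets average -0.11 at e14.5 and -0.07 at e16.5.

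The last comparison was the number of genes detected per cell. As deposited, e14.5 cells had 14990 ± 4290 genes with at least 1 count (SD, n = 13) and e16.5 cells 17128 ± 3408 (SD, n = 12), a ratio of 1.14 that lies within the spread between cells. The ratio was 1.71 in the numbered cells and 0.795 in the unnumbered cells. After thinning to 50000 counts the means were 11184 ± 878 and 12164 ± 1826, and the ratios 1.09 over all cells, 1.29 in the numbered and 0.911 in the unnumbered cells. The numbered e16.5 cells had the most genes after thinning, 13761 ± 1007, against 10567 ± 451 in the unnumbered e16.5 cells. Predicted genes took 11.4% of their counts, against 7.02% in the unnumbered e16.5 cells.

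**Figure D5:**
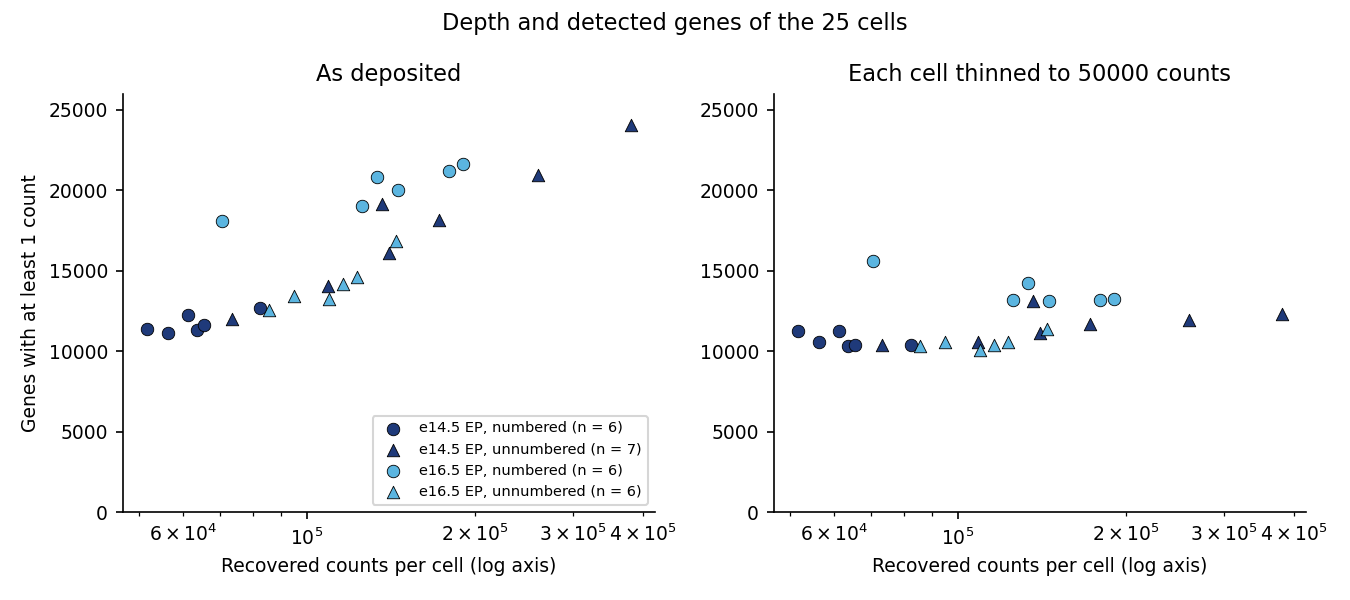
Genes with at least 1 count against recovered counts per cell on a log axis, as deposited and after thinning each cell to 50000 counts, 1 point per cell. After thinning, the numbered e16.5 cells average 13761 genes and the unnumbered e16.5 cells 10567.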

Values the study reported

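For the MATQ-seq cells, the study reported 799 genes enriched at e14.5 and 1854 genes enriched at e16.5. It stated a mean of 1,612,788.9 uniquely mapped reads per cell at e14.5 (SEM 530,306) and 1,827,836.3 at e16.5 (SEM 241,592).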

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

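The settings that split the cells by name set, means without the highest cells, and recovered counts as CPM, were chosen after seeing the data. A value counted as moved when it shifted by more than 1 SD between cells. That SD is wide for low genes, so values within it can still differ in sign. Where a setting moved values, the lists named below are those that moved in this sense, and the single genes those that moved and took the opposite sign; further lists and genes took the opposite sign within that SD, such as Npy (-1.07), Scn9a (-0.58) and the oxidative phosphorylation list (-0.18) in the unnumbered cells. The alpha cell list stayed negative under each setting and with each cell left out (-1.49 to -1.14 when 1 cell was left out). The beta cell list and the mitochondrially encoded list stayed positive when 1 cell was left out (0.78 to 1.0495 and 0.79 to 1.10), while 12 of the 41 lists, with medians near 0, took both signs. CPM, TMMwsp scaling, medians over cells, and leaving out or moving e16.5 EP 1 moved none of the 41 list medians past that SD. With members at a mean of at least 10, the median difference was 1.17 for immune cell and -1.22 for hepatocyte genes, where fewer members were left, and in thinned cells it was -0.20 for cell cycle exit genes. In the numbered cells alone, the median of all measured genes was 1.01, and medians were 1.12 for Notch pathway, 1.21 for delamination and mesenchymal, 1.43 for erythroid, 1.33 for immune cell, 1.61 for endothelial, 1.73 for hepatocyte, 1.45 for cell cycle, 1.07 for long non-coding RNA, 1.87 for X-inactivation and Y-linked and 2.32 for mitochondrially encoded genes. There, the early and late e14.5 kinetic lists were at 1.27 and 0.67, the N14_1, N14_2 and N16_1 lists at 1.055, 0.83 and 0.76, Sox9 at -1.48, Kdm5d at 1.41, and detected genes per cell were 8382 more at e16.5. In the unnumbered cells alone, the median of all measured genes was -0.28, and medians were -0.97 for delamination and mesenchymal, -0.71 for endothelial, -1.39 for neural crest and glial, -0.44 for hepatocyte, -0.23 for cell cycle exit, -0.89 for Notch pathway, -0.53 for Hippo pathway, -1.44 for X-inactivation and Y-linked, -0.21 for mitochondrially encoded and -0.46 for histone cluster genes. There, the early and late e14.5 kinetic lists were at -0.37 and -0.26, and the N14_1, N14_2, N16_2 and N16_3 lists at -0.18, -0.28, -0.20 and -0.17. Single genes that moved and were of opposite sign in these cells were Gm42715 (-0.85), Neurog3 (-0.39), mt-Tq (-0.90), mt-Ta (-0.90), Miat (-1.37), Snhg1 (-0.57), Yap1 (-0.66), Top2a (-1.05), Rpl13a (-0.73), Hprt (-1.25), Ddx3y (-1.44), Kdr (-0.66), Ctgf (-0.46), Emcn (-1.44), Chpt1 (-0.34), Alb (-1.03), Pclo (-0.15), Gpx3 (1.10), Sst (1.04) and Pyy (1.08), and the difference of detected genes was -3640. Without the numbered e14.5 cells, the ribosomal protein list was at -0.35, Ins2 at -0.053, Snhg1 at -0.13, Nnat at -0.0103, Npy at -1.81, Rpl13a at -0.52 and Ddx3y at -0.96. The cause was not tested for the settings that split by name set or thin the cells. Cells placed with their stage by 2 clusters ranged from 52% to 100% over the settings. The better of the 2 ways to match clusters to stages was taken, so 52% is the lowest value possible for 25 cells. The 100% was reached only with the numbered cells alone. Cells with a neighbour of their own stage ranged from 73.7% to 100%. With the looser rule for named genes, 14 of the 15 genes in each direction were shared. No paired analysis was possible because the numbers of the cells name single cells and pair none across stages, and the stage comparison has no test over cells. A single count stands for 2.90 to 21.6 in the deposited values, so differences between low values rest on few counts.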

Other observations

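The tests of the ratio of Ins1 to Ins2, of Sst at lower depth and of stage in the hormone pattern, and the use of Xist and Y-linked genes there, were chosen after their results were seen, and so were the cells and genes named in the next 3 sentences. Among the 6 unnumbered e16.5 cells, 2 had high insulin (Ins2 at 9043 and 8362), a different 2 had high somatostatin (Sst at 8785 and 7899), and 1 more had high glucagon (Gcg at 11331). In the remaining cells of that set Ins2 lay between 458 and 857, Sst between 195 and 1062, and Gcg between 95.3 and 455. Pyy, which encodes peptide YY, had 353 to 4787 in all 6 cells.

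The name sets also differed in genes that no list held. Gm12994 had 205 to 1210 in all 12 numbered cells and 0 in all 13 unnumbered cells, and 2 genes had counts in all 13 unnumbered and in 0 of 12 numbered cells, while 0 genes separated the stages in this way. Clec4g (86.3 to 837 in the numbered cells, at most 11.4 in the unnumbered), Rsph1 (86.7 to 799, at most 35.7) and Gm15712 (79.6 to 785, at most 40.3) were split in a similar way.

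Ins1 and Ins2 at e14.5 and Sst at e16.5 were present in every unnumbered cell of a stage and in 0 of its 6 numbered cells. Shallower sequencing is argued against by 141 expected Sst counts against 0 found (for Ins1 and Ins2, 20.9 and 250 expected against 0). Stage alone is shared by both sets of a stage and so would give no such split if the stages in the names are right: 6 more unnumbered than numbered e16.5 cells had Sst, a count that restates the pattern, and depth did not account for it. Reads of the 2 unnumbered cells with the most Ins2 are argued against for the insulin genes of the other 11 unnumbered cells: their ratio of Ins1 to Ins2 had a median of 0.127 (0.083 to 0.222), against 0.639 and 0.945 in the 2 cells. RNA from other cells of the same set cannot be told apart from expression: over 29 genes led by 1 cell, the share of the set's other cells with a count exceeded that in the other set of the stage by a median of 0 percentage points, which met the bound set beforehand for counting against it, but 25 of the 29 genes were at equal shares with both medians at 100%, so the measure was saturated, a limit recognised only after the result was seen. Counts of both Xist and Y-linked genes in 12 of 13 e14.5 and 12 of 12 e16.5 cells are not expected of a single XX or XY cell and so bear on RNA or reads from other cells. They were found in both name sets of each stage (5 of 6 numbered and 7 of 7 unnumbered e14.5 cells, 6 of 6 of each at e16.5), and reads of related X-linked genes or of DNA were not separated from them, so they do not decide the split of the hormones. A litter or library batch that the name sets might stand for, and a different mix of EPs picked for each set, stay open and untested. The study's text describes the sort as aimed at its late droplet subtypes N14_4 and N16_4, and how that selection was made for each name set is not given in the sources used here.

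The numbered e16.5 cells had more detected genes than the unnumbered e16.5 cells. Depth is argued against by the ratio of 1.30 that remained after thinning. Stage is shared by both sets and so would give no such difference if the stages in the names are right. The test set beforehand for stage gave a ratio of 0.911 of unnumbered e16.5 to unnumbered e14.5 cells. That ratio holds no numbered cell, so it cannot decide the question. Reads spread over the whole genome, from DNA or unspliced RNA, may contribute: olfactory and vomeronasal receptor genes took 5.04 times the share of counts in the numbered e16.5 cells (0.359% against 0.071%). A fixed amount of DNA per cell, considered because these receptor counts spanned only 425 to 484 in the 6 cells while recovered counts differed 2.71 times, cannot be told apart from other sources, since counts of keratin-associated, beta-defensin and taste receptor genes differed 1.90 times between cells at only 21 to 40 counts. A library batch behind the numbered e16.5 cells stays open and untested.

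The labels of e16.5 EP 1 name both stages. A cell of the numbered e14.5 set under an e16.5 name is argued against, since 0 of its 5 most similar cells were numbered e14.5 cells, and all 5 were numbered e16.5 cells. This places the cell by its set and gives no check on the stage of that set, and no biological explanation was tested.

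Recovered counts per cell averaged 127109 at e14.5 and 126500 at e16.5. Both are lower than the mapped reads quoted from the study above, and whether both count the same thing is not given in the sources used here.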
